A study of Homo sapiens with 9 samples. Its data were reported in "RECQL5 Controls Transcript Elongation and Suppresses Genome Instability Associated with Transcription Stress" (2014).

How the data were processed

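RNA polymerase II (RNAPII) chromatin immunoprecipitation and sequencing (ChIP-seq) was carried out by the authors in HEK293 cells, a human embryonic kidney line. In 3 RNAPII libraries the cells had received a lentivirus for short hairpin RNA (shRNA): a control, or one of 2 hairpins against RECQL5 (shRNA5 and shRNA7). The study describes its control virus as an empty vector. The control library, called control shRNA here after its label, is therefore not a control for expressing a hairpin. The lists of these 3 libraries are called the hairpin lists. In 2 further RNAPII libraries the cells were HEK293 T-REx cells, in which a plasmid with the full-length RECQL5 coding sequence is switched on by doxycycline, grown without the drug (0.0 ng/ml) or with it (1.0 ng/ml). The labels also name 4 libraries made with non-specific IgG. These were the background of the peak calls, and the control vector and each hairpin had their own. The labels name a single untreated IgG library, which was taken to be the background of both doxycycline lists. The labels do not say whether its cells carried the RECQL5 plasmid. Each of the 9 samples was the 1 library of its group.

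The authors aligned the reads with Bowtie and called peaks with MACS, for each RNAPII library separately against its IgG library. The deposited peak lists give, for each peak, a position on the hg19 build (GRCh37), a length and a summit. The number of sequenced tags in each peak is a count that the authors did not normalise. The authors' p-value of each peak is deposited as its −log10 times 10, called the significance score here, so that a larger value marks a stronger peak. The fold enrichment deposited with each peak is the authors' ratio of its height over the local background. The false discovery rate (FDR) of each peak is given by the authors in percent, from swapping the RNAPII and IgG libraries. These values belong to single peaks and were used only to describe, rank or filter peaks within a list. The lowest significance score was 50 in each of the 5 lists. The highest FDR was 6.25% in the control shRNA list, 1.69% upon shRNA5, 19.6% upon shRNA7, 1.09% without doxycycline and 3.47% with it.

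The GENCODE release lifted to GRCh37 and the GRCh37 sequence were used as reference. All 5287, 23698, 32124, 47060 and 33900 peaks of the control shRNA, shRNA5, shRNA7, no doxycycline and doxycycline lists ended within the GRCh37 chromosomes. No peaks of a list overlapped one another. Peak coordinates are given as deposited, counted from 1. The gene annotation may be more recent than the authors' own.

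The choice of comparisons and alternatives was fixed before the data were examined, except where stated. Lists were compared by length (the fold in number of peaks) and by overlap, which required at least 1 bp. Shared peaks were set beside 100 shuffles of the first list, each keeping peak lengths and chromosomes and avoiding assembly gaps of at least 100 bp. A peak that touched the 500 bp on either side of a transcription start site (TSS) of a protein-coding transcript was called promoter-proximal. Any other peak that touched a protein-coding transcript from 500 bp past the TSS to its end was called a gene-body peak. For gene-level counts, each gene was represented by its longest protein-coding transcript. Genes were kept when 2 to 300 kb long, more than 2 kb from the next gene, and with a peak at the TSS in at least 2 of the 3 shRNA lists and at least 1 of the 2 doxycycline lists. The number of genes that changed in opposite directions in the 2 arms was placed among 10000 random gene lists, drawn within 20 bins of the mean number of gene-body peaks over the 5 lists. AT content was taken over 2 kb centred on the summit. For comparison it was also measured at up to 20000 random positions each in gene bodies, exons and introns. The genes named in the text were fixed in advance as RECQL5 and 6 genes whose elongation the study followed singly, together with the 3 peaks of each list with the highest significance score.

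The local background of a peak was recovered as the tag density at which a Poisson tail gives the listed p-value for the listed tags, over a window of up to 1 kb, for peaks with a significance score below 300. It is called the implied background here. It rests on an approximation of how MACS tests a peak, and its median per list served to compare scales.

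With 1 library per group there was no test between conditions and no p-value. Intervals are 95% Wilson intervals for shares, the same intervals turned into odds for folds and ratios of counts, and order-statistic intervals for medians. They cover counting error only and say nothing about the spread between cultures. The peak lists hold tags inside peaks and no library totals. The study's methods give approximate read numbers, similar within each arm, which are quoted with the values the study reported and were not used in any calculation.

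Each result was recomputed with stricter peaks (significance score of at least 100, FDR of at most 5%, fold enrichment of at least 10), with peaks under 1 kb apart merged, and on chromosomes 1 to 22 and X alone. Overlaps were also recomputed with at least 50% of both peaks shared, with summits within 500 bp, and with lists of equal length. Gene-level results were also recomputed with a TSS window of 1 kb and with all annotated transcripts. AT content was also taken over the peak's own sequence. A floor of 50 tags per kb, a floor of 6 times the implied background, fold enrichment put on one scale and random gene lists matched on the doxycycline lists in 200 bins were chosen after seeing the data. A fold, a ratio or a number of genes was taken as unchanged when within 1.5 times its value and on the same side of 1 for a fold, and a share or a median when within its interval.

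Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The functions were tested on simulated data. Overlap calls were right for 2000 of 2000 simulated peaks, classes for 1508 of 1508 peaks and gene-level counts for 500 of 500 genes. The implied background came within 2 percent of the truth for 2065 of 2065 simulated peaks. Their p-values were simulated with the same Poisson formula, so this checks the inversion and not how MACS tests real peaks. Of 20 draws of unrelated gene lists, 19 fell between the 2.5 and 97.5 percentiles. The mean used for matching in these draws was simulated apart from the lists. The draws therefore do not check the main design, where that mean includes the compared lists. The read data and signal tracks of these libraries were not analysed here, so traveling ratios were not computed.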

Results

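RNAPII occupancy was profiled by ChIP-seq in HEK293 cells to ask how the distribution of the polymerase changes when RECQL5, a DNA helicase that binds RNAPII, is depleted or overproduced. The data comprised 5 lists of RNAPII peaks, 3 from cells carrying the control vector, shRNA5 or shRNA7 and 2 from T-REx cells grown with 0.0 or 1.0 ng/ml doxycycline. There were no replicates, so the differences below are between single libraries and have no replicate check.

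The control shRNA list held 5287 peaks with 842310 tags over 14.2 Mb. Upon RECQL5 shRNA5 the list held 23698 peaks with 3778665 tags over 63.4 Mb, and upon shRNA7 it held 32124 peaks with 6698771 tags over 105 Mb. Without doxycycline 47060 peaks held 1449163 tags over 42.0 Mb, and with doxycycline 33900 peaks held 1539844 tags over 33.7 Mb. Mean tag density inside peaks was 59.3, 59.6 and 63.9 tags per kb in the control, shRNA5 and shRNA7 lists, and 34.5 and 45.7 tags per kb without and with doxycycline. Peaks of the hairpin lists were broad, with median lengths of 1905 bp (control), 1834 bp (shRNA5) and 2024 bp (shRNA7). Those of the doxycycline arm were shorter, with medians of 622 bp without and 689 bp with the drug. The weakest peaks rested on at least 35, 27 and 26 tags in the control, shRNA5 and shRNA7 lists, against 9 and 11 tags without and with doxycycline. Peak lengths and peak numbers were therefore compared only within an arm.

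The targeted gene was examined first. RECQL5 (ENSG00000108469) lies on the minus strand of chromosome 17, from 73622934 to 73663234 in GRCh37. No peak touched it in the control shRNA and shRNA5 lists. Upon shRNA7 it had 1 peak, from 73661459 to 73665182, which covered the TSS with 280 tags. Peak lists do not measure RECQL5 transcript or protein, so they give no check of the knockdown. In the doxycycline arm RECQL5 had 8 peaks without the drug, with 1171 tags, and 8 peaks with it, with 1623 tags. In each of these lists 7 of the 8 summits lay in coding exons (87.5%, interval 52.9 to 97.8%), against 6.23% and 5.93% of the summits of all gene-body peaks without and with doxycycline. Peaks over RECQL5 in these cells include sequence that is also present on the introduced plasmid.

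The next question was whether depletion or overproduction of RECQL5 changed the number of RNAPII peaks. The list was 4.48-fold longer upon shRNA5 than with the control vector (interval 4.35 to 4.62) and 6.08-fold longer upon shRNA7 (interval 5.90 to 6.26). Genomic length covered by peaks rose by nearly the same factor for shRNA5 (4.46-fold) and by more for shRNA7 (7.38-fold). With doxycycline the list was 0.720 times as long as without (interval 0.710 to 0.730). The filter on fold enrichment of at least 10 moved the knockdown folds most among the alternatives fixed in advance, to 1.29 for shRNA5 and 1.93 for shRNA7. With a floor of 50 tags per kb, chosen after seeing the data, the doxycycline fold changed direction, to 1.36. Upon shRNA7, 21639 of the 32124 peaks had an FDR of at most 5%, and with that filter the fold was 4.10, below the 4.49 of shRNA5.

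**Figure D1:**
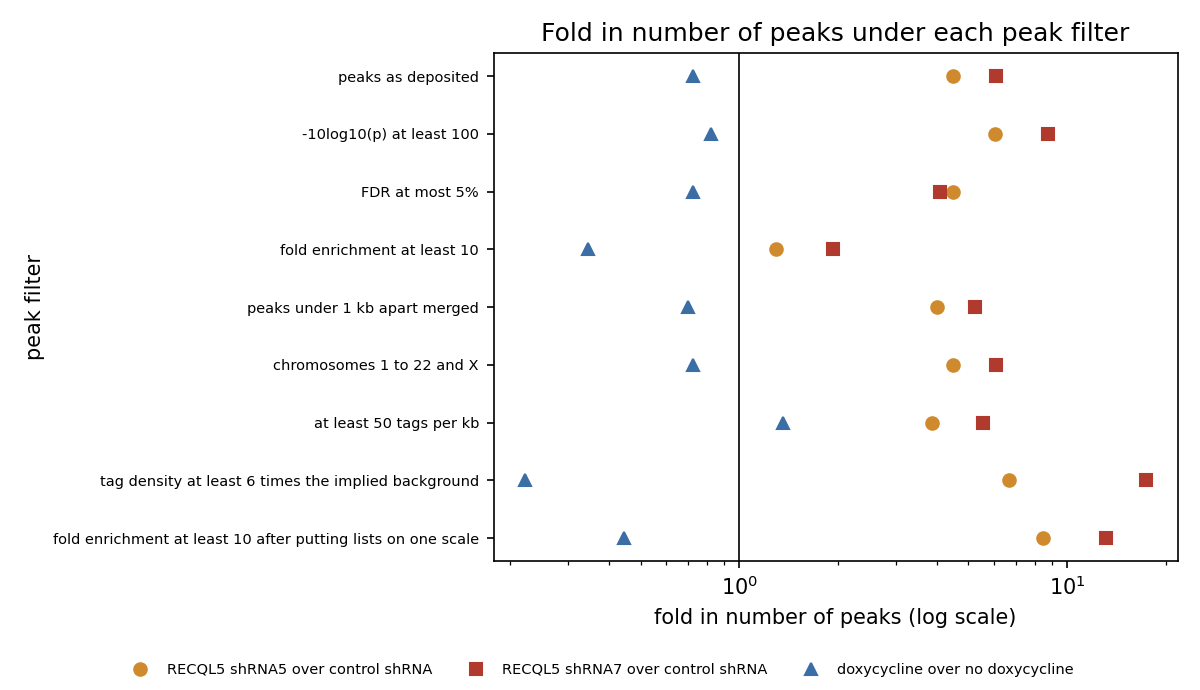
Fold in number of peaks (x axis, log scale) under each peak filter (y axis) for shRNA5 (circles) and shRNA7 (squares) over control shRNA and for doxycycline over no doxycycline (triangles), 1 library per group. Both knockdown folds stay above 1 under all filters shown, and the doxycycline fold lies below 1 except with at least 50 tags per kb, where it is 1.36.

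Whether the longer lists contained the shorter ones was asked by overlap. Of the 5287 control peaks, 5151 were overlapped by an shRNA5 peak (97.4%, interval 97.0 to 97.8%) and 4672 by an shRNA7 peak (88.4%, interval 87.5 to 89.2%). Shuffled control peaks gave 5.99% and 8.34%. Only 78 control peaks had no counterpart in either knockdown list. Between the hairpins, 85.2% of shRNA5 peaks were overlapped by an shRNA7 peak (interval 84.7 to 85.6%), against 7.61% of shuffled peaks. In the other arm 61.8% of the doxycycline peaks were overlapped by a peak from cells without the drug (interval 61.3 to 62.3%), against 4.10% after shuffling. Requiring 50% of both peaks moved these shares most, and the share of control peaks found upon shRNA7 fell to 28.5%. Peaks of the shRNA7 list with a control counterpart were stronger than those without, with a median significance score (−log10 of p, times 10) of 551.5 against 110.2. They were also longer, with a median of 5598 bp against 1883 bp.

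Peaks were then divided by position in genes, to ask whether the change was the same at promoters and in gene bodies. In the control list 2978 peaks were promoter-proximal (56.3%, interval 55.0 to 57.7%) and 1815 were in gene bodies (34.3%, interval 33.1 to 35.6%). Upon shRNA5 there were 8563 promoter-proximal and 12000 gene-body peaks, and upon shRNA7 there were 10278 and 17768. Promoter-proximal peaks thus rose 2.88-fold and 3.45-fold with shRNA5 and shRNA7, and gene-body peaks 6.61-fold and 9.79-fold. The ratio of gene-body to promoter-proximal peaks was 0.609 in the control list (interval 0.575 to 0.646), 1.401 upon shRNA5 (interval 1.36 to 1.44) and 1.73 upon shRNA7 (interval 1.69 to 1.77). It was 2.26 without doxycycline (interval 2.21 to 2.31) and 2.07 with it (interval 2.02 to 2.12). When each list was cut to its 5287 strongest peaks, the ratios were 0.609 for the control, 0.546 for shRNA5 and 0.663 for shRNA7, and they were 0.200 without and 0.385 with doxycycline. With fold enrichment of at least 10 both knockdown ratios (0.205 and 0.344) fell below that of the control (0.444), with 4280 of 5287 control peaks and 5528 of 23698 shRNA5 peaks kept.

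**Figure D2:**
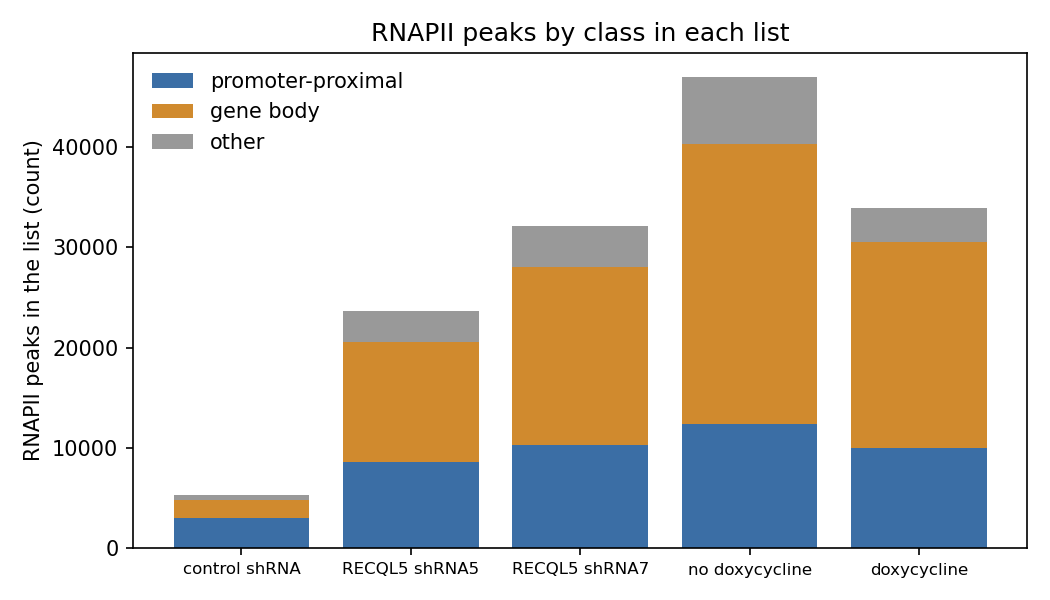
Number of RNAPII peaks (y axis, count) in each list (x axis), stacked as promoter-proximal (blue), gene-body (orange) and other peaks (grey), 1 library per group. Gene-body peaks number 1815 in the control list, 12000 upon shRNA5 and 17768 upon shRNA7, and 27979 without against 20625 with doxycycline.

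To ask about gene bodies apart from newly detected promoters, the count was restricted to 3044 genes with a promoter-proximal peak that passed the filters on length and neighbours. These genes held 625 gene-body peaks in the control list, 4431 upon shRNA5 and 7110 upon shRNA7, which is 7.09-fold (interval 6.52 to 7.71) and 11.4-fold more (interval 10.5 to 12.3). Only 1085 of the 3044 genes had a TSS peak in the control list itself. The number of gene-body peaks was higher upon shRNA7 in 1893 genes and lower in 167. In the doxycycline arm the same genes held 9238 gene-body peaks without the drug and 7950 with it, a fold of 0.861 (interval 0.835 to 0.887), and 1226 genes had fewer and 593 had more. The direction changed under 2 peak filters. With fold enrichment of at least 10 the shRNA5 fold fell to 0.694, and with a significance score of at least 100 the doxycycline fold rose to 1.25.

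Opposite changes in the 2 arms, with more gene-body peaks upon shRNA7 and fewer upon doxycycline, were found in 856 genes. Random gene lists matched on the mean over all 5 lists gave a median of 910 genes, and the observed number lay at percentile 0.0 of 10000 such lists. Matching on the 2 doxycycline lists instead, an alternative chosen after seeing the data, gave a median of 830 genes and placed the observed number at percentile 98.75. A rise upon shRNA7 was no more frequent among genes that fell with doxycycline than among those that rose. It was seen in 69.8% of the 1226 genes with fewer peaks upon doxycycline (interval 67.2 to 72.3%) and in 459 of the 593 genes with more (77.4%, interval 73.9 to 80.6%). Among all 3044 genes the share was 62.19% (interval 60.45 to 63.89%). Genes that changed in either direction with doxycycline thus rose upon shRNA7 more often than genes as a whole. The 3044 genes include 976 without a gene-body peak in either doxycycline list, and 930 without one in the control and shRNA7 lists. Such genes show no change in that arm, so the excess may reflect only having gene-body peaks, which was not tested. The number with opposite changes fell to 204 with a significance score of at least 100.

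Base composition was compared because the sequence under gene-body peaks can show whether they favour exons or introns. The median AT content around the summits was 55.9% in the control list (interval 55.3 to 56.5%), 58.8% upon shRNA5 (interval 58.6 to 58.9%) and 60.0% upon shRNA7 (interval 59.9 to 60.1%). It was 55.4% without doxycycline (interval 55.3 to 55.5%) and 57.3% with it (interval 57.2 to 57.4%). Random positions had medians of 57.1% in exons, 59.8% in introns and 59.6% in gene bodies. With fold enrichment of at least 10, the control, shRNA5 and shRNA7 medians were 54.0%, 54.5% and 59.8%, so the difference from control was nearly lost for shRNA5 but not for shRNA7. The control list appears to be on another scale of fold enrichment (below), so this is not the same floor in each list.

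**Figure D3:**
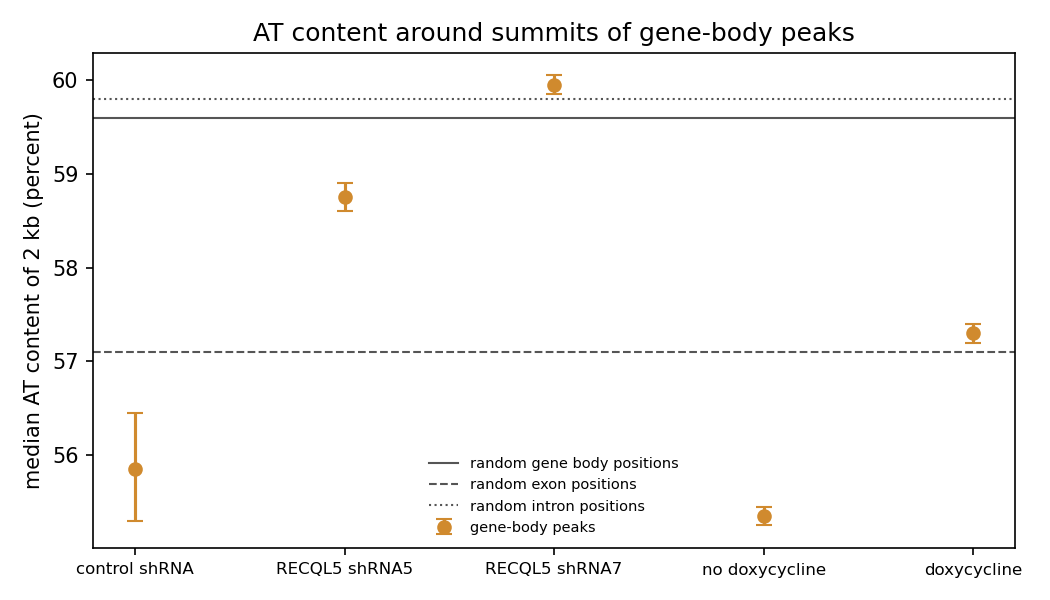
Median AT content (y axis, percent) of 2 kb centred on the summits of gene-body peaks in each list (x axis), with 95% order-statistic intervals, and the medians at random gene-body (solid), exon (dashed) and intron (dotted) positions. The y axis does not start at 0, and the medians run from 55.4% without doxycycline to 60.0% upon shRNA7.

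Single genes whose elongation the study followed showed few peaks. EFNA2 (chromosome 19, 1285872 to 1301430) had none in the 5 lists. KIFAP3 (chromosome 1, 169890472 to 170043879) had no control peak and 1 TSS peak in each of the other lists, with 51 tags upon either hairpin. CTNNBL1 (chromosome 20, 36322357 to 36500530) also had no control peak, and its TSS peak held 49 tags upon shRNA5 and 90 upon shRNA7. OPA1 (chromosome 3, 193310933 to 193415600) gained a TSS peak and 2 intronic gene-body peaks upon each hairpin. ITPR1 (chromosome 3, 4535029 to 4889190) had a TSS peak in all 5 lists, with 86, 185 and 218 tags in the control, shRNA5 and shRNA7 lists. IFT80 (chromosome 3, 159974774 to 160117013, minus strand) had a TSS peak of 1467 bp in the control list and one of 16354 bp upon shRNA5, and no peak upon shRNA7. The control peak ran from 160116873 to 160118339 and the shRNA5 peak from 160116119 to 160132472. Most of each therefore lay upstream of the TSS, outside IFT80, and the longer peak is not a wider peak within the gene.

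The significance scores are saturated, with 4 control peaks, 111 shRNA5 peaks, 209 shRNA7 peaks, 234 peaks without and 156 with doxycycline at 3100 or above, so the order among the peaks named here carries little information. All 3 named control peaks had the same score (3100), as had the 3 named peaks without doxycycline (3233), and fold enrichment set their order. One control peak lay on chromosome 5 from 137798653 to 137809465, with its summit in a UTR of EGR1, 2763 tags and a fold enrichment of 82.2. The other 2 covered the small nucleolar RNA genes SNORD3A and SNORD3B-1 on chromosome 17. Upon shRNA5 the peak with the highest score lay on chromosome 2 from 85763858 to 85776391, with its summit in a UTR of MAT2A and 1959 tags, and the others lay where SRSF9 and GATC meet and at RPLP1. Upon shRNA7 it lay on chromosome 20 from 47893956 to 47908689 at the non-coding gene ZFAS1, with 2124 tags, and the others at RHOB and TPI1. Without doxycycline one peak lay on chromosome 17 from 1292303 to 1304455, with its summit in a UTR of YWHAE and 732 tags, and the others near EIF3A and in SPEN. With doxycycline it lay on chromosome 6 from 86384498 to 86389184 at the non-coding gene SNHG5, with 473 tags, and the others at HSP90AB1 and a copy of the U1 small nuclear RNA gene.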

Values the study reported

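The study reported around 12k peaks in wild-type cells, 30k with shRNA5 and 40k with shRNA7. In its account, peaks were 2.4-fold more numerous after shRNA5 and 3.2-fold more numerous after shRNA7. Among 5,140 genes with a clear promoter-proximal peak, the study gave a 4.0-fold rise in gene body peaks with shRNA5 and a 5.2-fold rise with shRNA7. Its averaged read profiles showed more RNAPII over the TSS and less across transcribed regions upon knockdown, and the opposite upon overexpression. Sequencing depth was given only roughly, as about 40 × 10⁶ reads in the hairpin arm. In the doxycycline arm it was lower, at 25–30 × 10⁶.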

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

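Leaving out a replicate was not possible with 1 library per group, and no paired analysis was possible because each group has a single library and no result comes from a test. Across the alternatives, 82 of 179 recomputed values were unchanged, 94 moved and 3 changed direction. Where values moved, the cause was not tested unless stated. All 21 results were unchanged on chromosomes 1 to 22 and X.

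With a significance score of at least 100, the doxycycline fold in gene-body peaks changed direction, to 1.25, and the number of genes with opposite changes fell to 204. The shares were 96.9% and 85.1% of control peaks (shRNA5, shRNA7), 74.2% of doxycycline peaks and 87.1% of shRNA5 peaks. Gene-body to promoter ratios were 0.532 (control), 0.843 (shRNA5), 1.08 (shRNA7), 0.696 (no doxycycline) and 0.882 (doxycycline), so the last pair changed order. AT medians were 55.2%, 58.3%, 59.6%, 53.8% and 57.0% in the order control, shRNA5, shRNA7, no doxycycline and doxycycline, which is kept below.

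An FDR of at most 5%, which removes peaks almost only from the shRNA7 list, gave shares of 86.5% (control by shRNA7) and 77.4% (shRNA5 by shRNA7), an AT median of 59.7% upon shRNA7 and a gene-body fold of 6.74 for shRNA7. With this filter shRNA7 lay below shRNA5 in the fold in number of peaks (4.10 against 4.49), the gene-body fold (6.74 against 7.04) and the gene-body to promoter ratio (1.19 against 1.401), while its AT median stayed above the 58.8% of shRNA5.

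Fold enrichment of at least 10 changed most. The folds in number of peaks became 1.29, 1.93 and 0.346 (shRNA5, shRNA7, doxycycline), and the gene-body folds 0.694, which is a change of direction, 1.66 and 0.325. The number of genes was 222. The shares were 77.8% and 80.7% of control peaks, 82.3% of doxycycline peaks and 79.5% of shRNA5 peaks. The gene-body to promoter ratios were 0.444 (control), 0.205 (shRNA5) and 0.344 (shRNA7), so both knockdown ratios fell below that of the control, while shRNA7 stayed above shRNA5. This filter kept 4280 of 5287 control peaks and 5528 of 23698 shRNA5 peaks, which alone does not show a different floor. It is not the same floor in each list if the control list is on another scale of fold enrichment, as it appears to be (below). The ratio with doxycycline was 0.797, and the AT medians were 54.0%, 54.5%, 59.8%, 54.9% and 55.6%. On one scale of fold enrichment (chosen after seeing the data) the folds in number of peaks were 8.46, 13.1 and 0.444, so the knockdown folds depended on the scale of the control list.

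Merging peaks under 1 kb apart gave shares of 89.9% (control by shRNA7), 62.9% (doxycycline) and 85.7% (shRNA5 by shRNA7), a ratio of 1.31 with doxycycline, and AT medians of 59.1% (shRNA5), 56.1% (no doxycycline) and 57.8% (doxycycline).

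With 50% of both peaks shared, the shares were 54.2%, 28.5%, 38.6% and 46.0% (control by shRNA5, control by shRNA7, doxycycline, shRNA5 by shRNA7). With summits within 500 bp they were 63.9%, 54.6%, 50.04% and 47.3%, and in lists cut to equal length 73.3%, 59.6%, 56.1% and 79.5%. Requiring 50% of both peaks can only lower a share, by its construction.

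Lists cut to equal length gave ratios of 0.546, 0.663, 0.200 and 0.385 (shRNA5, shRNA7, no doxycycline, doxycycline) and AT medians of 57.5%, 58.8%, 52.1% and 56.7%. A TSS window of 1 kb gave AT medians of 55.6% and 57.5% without and with doxycycline. With all annotated transcripts the ratios were 0.353, 0.842, 1.02, 1.38 and 1.28, the AT medians 59.0%, 60.2%, 55.7% and 57.5% (from shRNA5 on) and the number of genes 164, as more transcripts put more peaks at a TSS and more neighbours near a gene. Over the peak's own sequence the AT medians were 56.5%, 59.4%, 60.3%, 54.5% and 58.1%.

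The remaining alternatives were chosen after seeing the data. With at least 50 tags per kb the doxycycline fold in number of peaks changed direction, to 1.36, and the ratios were 0.251, 0.498, 0.451, 0.0358 and 0.0977. With at least 6 times the implied background the folds in number of peaks were 17.5 (shRNA7) and 0.222 (doxycycline), and the ratios 0.204, 0.125, 0.123 and 0.375 (control, shRNA5, shRNA7, doxycycline). That control list held 104 peaks, which limits its values.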

Other observations

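The tests of RECQL5 exons and background, list length, sequencing depth, AT content at equal length or with doxycycline, base composition at shared gene-body peaks, the matching of gene lists and the scale of fold enrichment were chosen after the result was seen. Those at shared promoter-proximal peaks were set out before their values were known. How the doxycycline tests of enrichment and of AT content are read was revised after their values were seen.

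Some values differ from those quoted from the study. The control list held 5287 peaks here. That is lower than the value quoted from the study above. The shRNA5 and shRNA7 lists held 23698 and 32124 peaks. Both are also lower than the quoted values, by a smaller factor. Whether the control list analysed here is the one behind the quoted values was not settled, and all knockdown folds here rest on it. The folds in number of peaks were 4.48 for shRNA5 and 6.08 for shRNA7. Both are higher than the values quoted from the study above. The folds in gene-body peaks were 7.09 and 11.4. Both are higher than the values quoted from the study above. The number of genes with a promoter-proximal peak was 3044. That is lower than the value quoted from the study above, and the gene annotation and the choice of 1 transcript per gene differ.

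Most peaks over RECQL5 in the doxycycline arm lay on its exons. With doxycycline, 87.5% of the summits lay in coding exons, and the same share held without the drug. The local background implied for these peaks was 5.04 times the list median with doxycycline and 3.87 times without, and none of the 1560 and 2314 other genes with at least 5 such peaks reached these values (highest 1.61 and 1.76). This argues against RNAPII enrichment at the native gene alone, since such enrichment would leave the background unchanged. Reads from the introduced coding sequence, in the background library too, are a candidate explanation. That requires background cells with the plasmid. The labels do not say whether the untreated IgG cells carried it, and that this library served both doxycycline lists was assumed. The hairpin lists, from cells that received a lentivirus and not the plasmid, had no gene-body peak in RECQL5. Peak lists cannot say which copy a tag came from, so RECQL5 itself is a poor reporter of RNAPII in the doxycycline arm.

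The higher ratio of gene-body to promoter-proximal peaks upon knockdown was mostly lost in lists of equal length. Among the 5287 strongest peaks of each list, the ratio upon shRNA7 was 1.09 times that of the control, and upon shRNA5 it was 0.895 times. A longer list that reaches weaker peaks is therefore a candidate explanation, which does not say why the list is longer. Floors on significance score or tag density, which leave the lists unequal in length, did not remove the difference. The ratios of the control, shRNA5 and shRNA7 lists were 0.532, 0.843 and 1.08 with a significance score of at least 100, and 0.251, 0.498 and 0.451 with at least 50 tags per kb. With fold enrichment of at least 10 both knockdown ratios (0.205 and 0.344) lay below that of the control (0.444), but this is not the same floor in each list, because the control list appears to be on another scale of fold enrichment (below). A floor relative to background did remove it, but with few control peaks. With at least 6 times the implied background the ratios were 0.204, 0.125 and 0.123, with a control interval of 0.108 to 0.385 that includes the others. How much of the difference comes from the length of the list was not settled. At promoter-proximal peaks present once in both lists, tags per kb over the implied background were 1.99 times higher upon shRNA7 than in the control, and at gene-body peaks 1.98 times higher. For shRNA5 the values were 1.63 and 1.63. Without division by the background the folds in tags per kb were 1.54 and 1.54 for shRNA7, and 1.34 and 1.34 for shRNA5. Shared peaks were also longer than in the control, 1.845 times at promoters and 3.13 times in gene bodies upon shRNA7. For shRNA5 they were 1.42 and 1.71 times longer. The densities are thus over different windows, and their near-equal folds do not show an equal rise in both classes. These densities also cover called peaks only. The study's depth-normalised read profiles, not recomputed here, showed more RNAPII at the TSS but less across transcribed regions upon knockdown. An enrichment that is higher in the whole ChIP could give the higher densities at shared peaks, and so could more RNAPII at these sites after depletion of RECQL5. With 1 library each, nothing here separates them.

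The shorter list with doxycycline is not what fewer sequenced tags would give. The implied background was 2.05 times higher with doxycycline than without, a comparison that assumes the same IgG library for both lists, and at peaks shared by both lists tags per kb were 1.13 times higher at promoters and 1.45 times higher in gene bodies. Divided by this background, tags per kb were 0.553 times those without the drug at shared promoter-proximal peaks and 0.705 times at shared gene-body peaks. The study's methods describe similar read numbers within this arm, which would not by themselves give a background 2.05 times higher. That divisor and the values scaled by it are therefore uncertain. The direction at shared peaks thus depends on whether the background is used for scaling. The contrast between classes does not, because the same divisor serves both. Gene-body peaks had the higher value with scaling (0.705 against 0.553) and without it (1.45 against 1.13). A change of density by the same factor at all shared peaks would not give that contrast. It does not exclude a uniform change of enrichment, however. Background was not subtracted from the densities, and weak peaks count only when called in both lists, which could act differently on each class. A lower enrichment of the whole ChIP and an effect of RECQL5 still cannot be told apart here. The direction rests on the scaling, the contrast was not tested against either, and there is 1 library per group.

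AT content of gene-body peaks was higher upon knockdown also in lists of equal length, by 2.90 percentage points for shRNA7 and 1.60 for shRNA5, so list length does not account for all of it. A bias of the libraries towards AT-rich sequence would raise tag density more at AT-rich peaks. At shared promoter-proximal peaks the rise at the most AT-rich was 0.971 times that at the least AT-rich for shRNA7 and 1.02 times for shRNA5, with overlapping intervals for each hairpin. At shared gene-body peaks the values were 0.892 and 0.980, with intervals apart only for shRNA7, where these peaks were also 3.13 times longer than in the control list. A bias of the knockdown libraries therefore cannot be told apart from a change of the sites occupied.

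AT content was also 1.95 percentage points higher with doxycycline than without. In lists of equal length the medians were 56.7% with and 52.1% without the drug, a larger difference than for either hairpin. At gene-body peaks shared by the full lists with and without doxycycline, tag density rose more at AT-rich sites. The rise was 1.10 times larger at the most AT-rich than at the least AT-rich. At promoter-proximal peaks it was 1.03 times larger, with intervals apart in both cases. A base composition bias between these libraries is a candidate explanation. The rise with doxycycline hence does not decide whether AT content falls as RECQL5 rises.

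The number of genes with opposite changes in the 2 arms lay at percentile 0.0 of the random lists in the design fixed in advance, and at percentile 98.75 when matched on the doxycycline lists alone. Matching on a mean that includes the compared lists may produce the low position, because a gene with many shRNA7 peaks then needs few doxycycline peaks to reach the same mean. Under that matching the 459 genes with more peaks upon both shRNA7 and doxycycline lay at percentile 17.55 (random median 466), which is not extreme. The alternative also used 200 bins in place of 20. The position of the number with opposite changes thus depended on the design of the matching, and which part of the design moved it was not tested.

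Fold enrichment appears to be on another scale in the control list. Per unit of tag density over the implied background it was 2.24 times the median of the other lists, and such a shift could produce the reversed gene-body fold of 0.694 for shRNA5 under the fold enrichment filter. The origin of the shift was not tested.

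Chromosome 6 held 8.87%, 7.17% and 7.38% of the peaks in the control, shRNA5 and shRNA7 lists, but 4.66% and 4.46% without and with doxycycline. Chromosome 19 fell from 9.61% of control peaks to 6.33% upon shRNA5 and 4.54% upon shRNA7. On chromosome 16 the doxycycline fold was 0.498 (interval 0.460 to 0.540), the lowest of the autosomes. No explanation was tested for these.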
